A study of Mus musculus with 10 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

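RNA levels were measured on Affymetrix mouse arrays with 45101 probe sets in cultured splenic natural killer cells (NKC) of Runx3 knockout (KO) and wild-type (WT) ICR mice aged 6 weeks. According to the labels, NKC were enriched by negative selection and kept for 7 days with 1000 u/ml human IL-2 or with mouse IL-15, and each sample came from its own mouse. The study's methods add a sort for DX5. Labels placed the 10 arrays in 4 groups: WT in IL-2 (3 arrays), KO in IL-2 (3 arrays), WT in IL-15 (2 arrays) and KO in IL-15 (2 arrays). The number of arrays limits the precision of every value.

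The deposited values are log2 signals per probe set, which the authors computed with GC-RMA in the Partek Genomics Suite (versions not given). They were used on this scale without further scaling. Array medians lay between 3.20 and 3.37, and 34.6% to 36.7% of probe sets reached log2 5 per array.

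The deposited values carry a second step that neither the labels nor the methods describe. For each of the 45101 probe sets, the sum of the WT and the KO array with the same number was identical across the numbers of a cytokine, with a largest difference of 0.00014 in IL-2 and 0.00013 in IL-15. When WT array 1 was summed with KO array 2 and the reverse, the sums had a median difference of 0.193. Differences between the numbered pairs had therefore been removed before deposit. An array's value thus holds the mean of its cytokine plus (KO) or minus (WT) 0.5 times the KO minus WT difference of its own pair. The table holds 117 values above log2 16 and 10 values below 0, with a maximum of 19.73, and the cause of these was not tested. What the members of a pair shared is not stated.

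Because of this step the comparisons of KO with WT were fitted with the pair as a block, which leaves 3 residual degrees of freedom. The plan written before the data were examined had no block and 6 residual degrees of freedom. The change was decided from the pair sums, before the calls of either fit were compared. It was tested on simulated data for 9391 genes with no effect and with pair means removed: in KO versus WT in IL-2, 4.82% of genes had an unadjusted p under 0.05 with the block and 18.8% without it, and the mean number of called genes per simulation was 0.1 and 125.8. The counts without the block are given beside each result. The comparisons of IL-15 with IL-2 kept the planned fit without a block. Their spread is also too small after the removal of pair differences, by an unknown amount, so their p-values are too small as well.

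Probe sets were named through the platform's gene table: 34958 had 1 gene symbol, 932 had several, and 9211 were not listed there, including 64 control probe sets. Gene identifiers of 34754 probe sets matched the mouse reference annotation, which changed 0 symbols. That annotation (GRCm38.p6) served for names and for the order of genes along a chromosome. A gene was represented by the probe set with exactly 1 symbol that had the highest mean over the 10 arrays. It was tested where that probe set reached log2 5 in at least 2 arrays, which held for 9391 of 18194 genes.

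Models were fitted to all 10 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the fold used in the study. In the text, rose, fell and changed refer to called genes, and p-values of genes are the adjusted p of limma. Changes are KO minus WT on the log2 scale, given as mean ± SD over pairs (3 pairs in IL-2, 2 pairs in IL-15). Where the dimmer group had a mean under log2 5, the fold is given as a lower limit, the brighter group's mean against log2 5, beside the log2 difference of the values, which is then not exact. This use of log2 5 was chosen after the data were seen. Of the called genes, 303 of 1851 in IL-2 and 68 of 122 in IL-15 had such a group, and in a further 9 and 1 both groups were under log2 5.

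35 gene lists fixed before the data were examined were tested with camera (preset correlation of 0.01), again with an estimated correlation, and with fry. Their p-values were adjusted over the lists of a comparison. With an estimated correlation, camera takes its degrees of freedom from the fit, 3 in the comparisons of KO with WT, which leaves little power. Lists with a negative estimated correlation lost their call too. For proliferation-promoting genes in IL-2 (correlation -0.071) the adjusted p was 0.00333 with the preset and 0.413 with the estimate. A lost call there is not by itself evidence of correlation among the genes. With the sex-linked genes, which were given as values and not tested, the lists held 738 memberships, of which 670 had a named probe set and 545 were tested. Genes named in the text follow a rule fixed before the data were examined: the 10 highest rises and 10 deepest falls among called genes with no overlap of KO and WT arrays (6 each way for IL-15 versus IL-2, 5 each way for the mean effect), Runx3, the study's proliferation genes, and up to 4 members of each other list with the strongest change.

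Before use, the procedure was run on 10 simulated data sets with 200 changed genes each. In KO versus WT in IL-2 it recovered 0.6% of genes changed 1.5-fold, 9% of those changed 2-fold, 84.8% of those changed 4-fold and 98.4% of those changed 8-fold, with 6.7 false calls per data set. In KO versus WT in IL-15 the shares were 0.4%, 1.8%, 57.8% and 95.4%, with 6.1 false calls. For the mean effect over both cytokines they were 1%, 34%, 95.4% and 100%, with 8.9 false calls. With more changed genes the adjusted p cutoff is reached at a larger unadjusted p. In the data 1851 genes were called in IL-2 and 1613 for the mean effect. The shares for these 2 comparisons are therefore not the recovery in the data, and may be too low.

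Alternatives were no filter on low values and a filter at log2 7, the mean of a gene's probe sets and single probe sets in place of genes, a fit to the compared arrays, a variance trend with robust moderation, array weights, the other choice of block, median centring, quantile normalization, no minimum fold, the study's thresholds with an unadjusted p under 0.05 (with and without moderation of the variance), the Xist level as a covariate, and each array left out. The study's criterion of signal above background was replaced by the filter at log2 5. In the comparisons of KO with WT the pair block already separates the cytokines. There the Xist covariate holds only differences within pairs and takes up residual degrees of freedom, so its counts do not test sex. Values read from figures or from other series of the study were not used here. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.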

Results

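The transcriptome of cultured splenic NKC from WT mice and from mice lacking the transcription factor Runx3 was measured on 10 arrays. NKC had been kept for 7 days with IL-2 (3 WT and 3 KO arrays) or with IL-15 (2 WT and 2 KO arrays), the cytokines that drive NKC growth and activation. Across the tested genes, arrays of the same group correlated at r = 0.972 to 0.984. Arrays of different groups correlated at r = 0.794 to 0.939. These values were taken after the removal of pair differences, so they cannot show how closely the original replicates agreed. 9391 genes were bright enough to be tested. Because differences between numbered pairs of WT and KO arrays had been removed before deposit, each KO effect rests on 3 pairs in IL-2 and on 2 pairs in IL-15.

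The level of Runx3 itself was examined first, as a check of the labels. The brighter of its 2 probe sets had a mean of 11.65 in WT and 11.07 in KO NKC in IL-2, a difference of -0.58 ± 0.76 (SD, 3 pairs), which was smaller than its spread (limma adjusted p = 0.254 among the tested genes). In IL-15 its means were 12.48 and 11.38, a difference of -1.09 ± 0.09 (SD, 2 pairs; adjusted p = 0.293). The other Runx3 probe set stayed near background, at 2.30 and 2.28 in IL-2 and at 2.66 and 2.18 in IL-15. The position of these probes relative to the deleted part of the gene is not known here, so neither probe set checks the genotype.

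**Figure D1:**
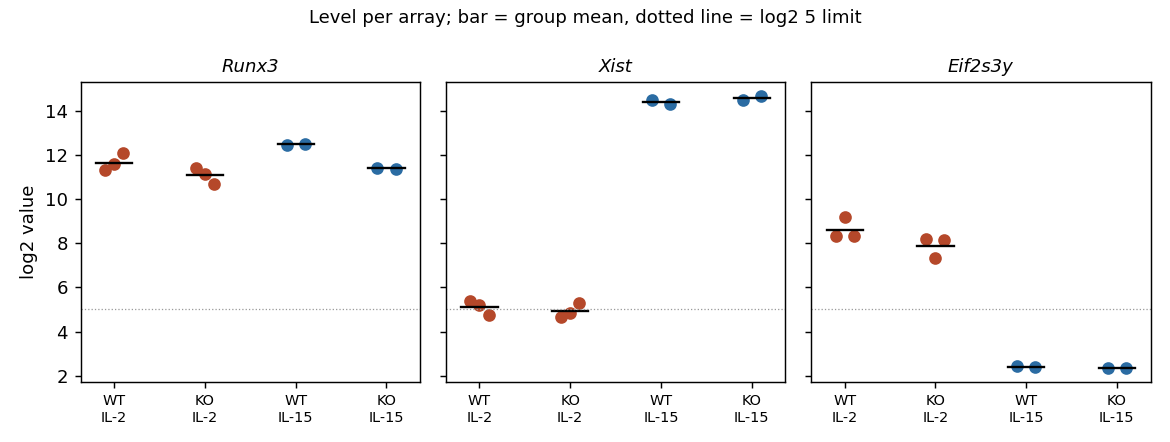
Log2 value of Runx3, of Xist (transcribed from the inactive X chromosome) and of the Y-linked gene Eif2s3y in each array, by group, with the group mean as a bar and log2 5 as a dotted line; pair differences had been removed before deposit. Xist lay between 14.3 and 14.7 in the IL-15 arrays and between 4.64 and 5.37 in the IL-2 arrays, while Runx3 was near log2 11 to 12 in each group mean.

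Which genes respond to the loss of Runx3 in IL-2-activated NKC was addressed by comparing KO with WT cells cultured in IL-2. KO cells had far higher levels of Tspan32, a tetraspanin that the study lists as restraining proliferation, which rose by 8.19 ± 0.35 (log2, SD, 3 pairs) to at least 67.5-fold above WT (adjusted p = 0.00015). They had far lower levels of granule protease genes: granzyme F (Gzmf) changed by -8.02 ± 4.61 (adjusted p = 0.0168), granzyme G (Gzmg) by -6.92 ± 5.49 (adjusted p = 0.0385) and cathepsin G (Ctsg) by -7.56 ± 3.01 (adjusted p = 0.0055). The inhibitory receptors Havcr2 (TIM-3) and Ctla4 fell as well, by 7.55 (at least 184-fold) and by 7.25 (at least 45.6-fold) on the log2 scale. In total 1851 of the 9391 genes changed, 990 of them higher and 861 lower in KO. The median change of all tested genes was 0.11, and centring the arrays on their medians turned the direction of none of the genes named here but moved the split to 976 higher and 1006 lower (986 and 1015 with quantile normalization), so which direction held more genes depends on scaling.

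Other genes with the highest rises in IL-2 were Grasp (7.36 ± 1.06, at least 41.3-fold), the T cell receptor gamma segment Trgv4 (6.78 ± 1.28, 109.6-fold), Sh3d19 (6.65 ± 1.08, at least 18.8-fold), the tetraspanin Cd81 (6.27 ± 2.68, at least 11.7-fold), the sialyltransferase St6gal1 (6.10 ± 1.44, at least 9.54-fold), Cpd (5.80 ± 0.86, at least 20-fold), the TGF-beta target Pmepa1 (5.50 ± 1.97, at least 32.5-fold), Blk, a Src family kinase of B cells (5.49 ± 1.12, at least 8.6-fold), and the death receptor Tnfrsf25 (5.49 ± 1.40, at least 4.31-fold). The other deepest falls were those of Tmem119 (-9.26 ± 3.79, at least 123.7-fold), the fatty acid desaturase Scd1 (-7.45 ± 3.41, 174.7-fold), the actin-severing protein scinderin (Scin, -6.96 ± 2.73), Dixdc1 (-6.79 ± 1.06) and desmocollin 2 (Dsc2, -6.78 ± 1.38). Adjusted p of these genes lay between 0.000955 for Grasp and 0.0112 for Tmem119.

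Of the genes that the study named as promoting proliferation, 11 were tested and 6 fell in IL-2, with 0 rising. Adjusted over the list alone, 7 fell and 2 rose, Itgae and Myc. The strongest fall was that of the kinase-like receptor Styk1 (-5.14 ± 0.86, at least 29.2-fold; adjusted p = 0.00141). The costimulatory receptor Tnfrsf9 (-2.34 ± 0.87), the IL-2 receptor alpha chain Il2ra (-1.95 ± 0.34), the transcription factor Myb (-1.90 ± 0.55), Fhl2 (-1.52 ± 0.96) and the small GTPase Rab27b (-1.52 ± 1.01) fell too. The differences of the remaining members did not pass the test: 2.21 ± 2.20 for Itgae, 0.86 ± 0.57 for Myc, -0.22 ± 0.74 for Kit, -0.87 ± 1.69 for Pik3cg and -1.12 ± 0.62 for Slc16a1. The list was lower than other genes (camera adjusted p = 0.00333, and adjusted p = 0.413 with an estimated correlation). Of the 5 genes named as inhibiting proliferation, 4 rose, over all genes and over the list alone, and 0 fell: Tspan32, the TGF-beta signal transducer Smad3 (3.33 ± 0.43), the Runx3 paralog Runx1 (2.64 ± 1.13) and Grap (1.33 ± 0.20). Inpp4b had a difference of -0.91 ± 1.28. This list was higher than other genes (camera adjusted p = 0.0054, and adjusted p = 0.418 with an estimated correlation). The study chose both lists partly on these IL-2 arrays, so they are not independent evidence of a direction.

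**Figure D2:**
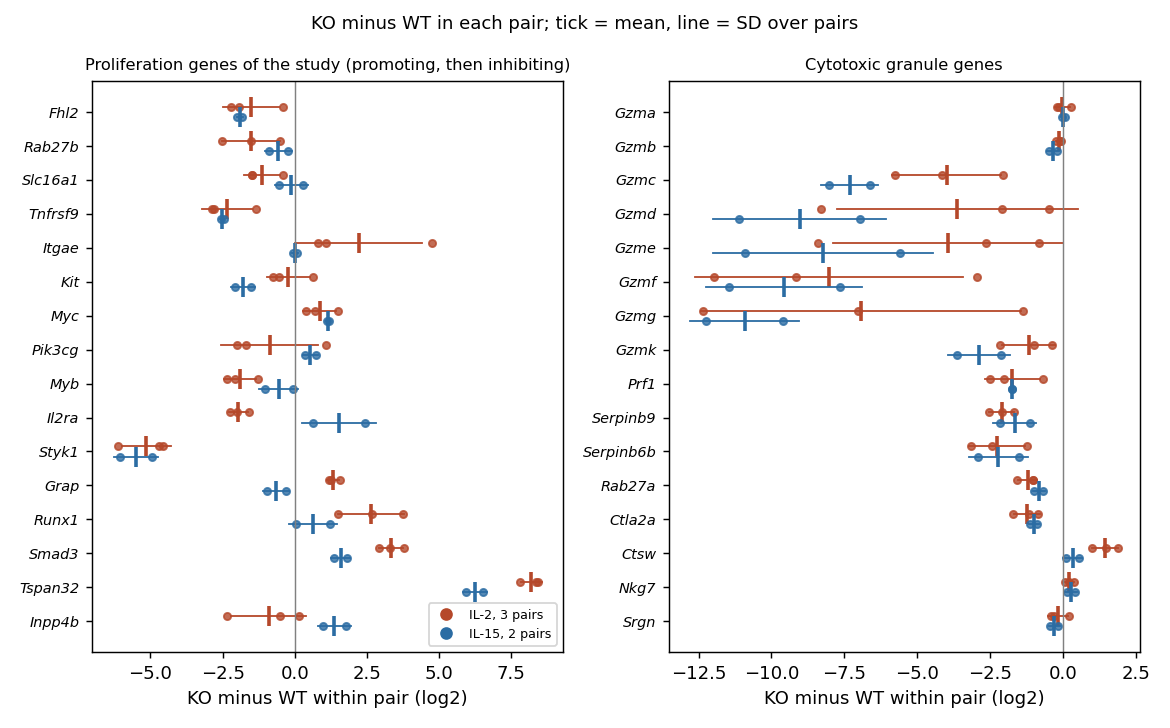
KO minus WT difference on the log2 scale in each pair of arrays (points), with the mean (tick) and SD (line) over 3 pairs in IL-2 and 2 pairs in IL-15, for the study's proliferation genes and for 16 cytotoxic granule genes. Tspan32 lay far to the right and Styk1 and granzymes F and G far to the left under both cytokines, and the granzymes had the widest spread between pairs.

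Genes of the cytotoxic granule shifted downward in IL-2: of 22 tested, 8 fell and 1 rose, with the same counts adjusted over the list alone. Besides Gzmf and Gzmg, granzyme C (Gzmc) changed by -3.98 ± 1.87, while granzyme E (Gzme) differed by -3.95 ± 3.95 without passing the test. These granzymes are close paralogs whose probes may not be fully separate, and their WT means reached 17.2, above the usual range of the arrays. The list was lower than other genes (camera adjusted p = 0.00269, and adjusted p = 0.421 with an estimated correlation). Death ligands, cytokines and chemokines went the other way, with 9 of 17 rising and 1 falling, and 10 and 1 adjusted over the list alone. Among them were the TNF family members Tnfsf14 (5.05 ± 0.18, at least 9.19-fold) and Lta (3.20 ± 1.27, at least 7.62-fold) and the chemokines Ccl1 (3.72 ± 2.13, at least 12.3-fold) and Xcl1 (2.69 ± 1.23). That list had a camera adjusted p = 0.00333, and adjusted p = 0.413 with an estimated correlation.

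Cell cycle genes were higher in KO cells in IL-2 by camera, but not by fry. The fry adjusted p was 0.0629 for G1/S genes and 0.199 for mitosis genes. Of 31 genes of DNA replication and the G1/S transition 16 rose and 0 fell (21 and 0 adjusted over the list alone), including the E2F factors E2f2 (3.12 ± 0.77) and E2f8 (2.86 ± 0.69), the uracil glycosylase Ung (2.65 ± 0.61) and Uhrf1 (2.59 ± 1.0). Camera gave adjusted p = 4.54e-07, and adjusted p = 0.563 with an estimated correlation. Of 33 genes of mitosis 12 rose and 0 fell (18 and 0 over the list alone), among them the mitotic kinases Aurkb (2.20 ± 0.72) and Plk1 (2.18 ± 0.75), Ube2c (2.13 ± 1.36) and Birc5 (2.10 ± 1.65). For this list camera gave adjusted p = 0.000124, and adjusted p = 0.76 with an estimated correlation. Among 18 cell cycle inhibitors 5 rose, such as Klf2 (4.02 ± 0.43, at least 6.25-fold), Cdkn2c (2.32 ± 0.11) and Gadd45a (2.06 ± 1.31), and 1 fell, Cdkn2b (-2.05 ± 0.90), with 6 and 1 over the list alone, and the list as a whole was not called (camera adjusted p = 0.18).

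Genes of cholesterol synthesis and glycolysis fell in IL-2. Of 21 genes of cholesterol synthesis 17 fell and 0 rose (19 and 0 adjusted over the list alone), with a median of -1.78. The falls included Hmgcs1 (-2.59 ± 0.70), Fdps (-2.56 ± 0.82), Cyp51 (-2.40 ± 0.45) and Pmvk (-2.31 ± 0.96), all enzymes of the sterol pathway. Camera gave adjusted p = 4.58e-10, and adjusted p = 0.413 with an estimated correlation. Of 18 genes of glycolysis 9 fell and 0 rose, over all genes and over the list alone, among them the aldolase Aldoc (-4.27 ± 1.73), the lactate exporter Slc16a3 (-4.22 ± 1.59, at least 8.05-fold), Pdk1 (-1.96 ± 0.70) and the hexokinase Hk2 (-1.67 ± 1.0). Camera gave adjusted p = 5.13e-05, and adjusted p = 0.413 with an estimated correlation. None of 33 respiratory chain genes and none of 26 genes of ribosome assembly was called, and neither list was (camera adjusted p = 0.44 and 0.457). The ribosome assembly list had a median of 0.04 and a mean of -0.17.

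Interferon-stimulated genes were higher in IL-2, where 12 of 25 rose and 1 fell (15 and 1 adjusted over the list alone). The antiviral genes Oasl2 (4.06 ± 0.52, at least 5.29-fold), Oas3 (3.55 ± 1.53, at least 6.07-fold) and Oas1a (2.97 ± 1.77, at least 7.12-fold) and the chaperone gene Rtp4 (2.95 ± 0.48) had the strongest rises. Camera gave adjusted p = 0.000123, and adjusted p = 0.413 with an estimated correlation. The immunity-associated GTPases of the GIMAP family rose in 4 of 8 cases and fell in 0 (5 and 0 over the list alone), for example Gimap3 (1.95 ± 0.60) and Gimap7 (1.34 ± 0.43), with camera adjusted p = 0.0108, and adjusted p = 0.563 with an estimated correlation. Of 14 genes of MHC class I antigen processing 4 rose, such as Nlrc5 (2.77 ± 0.73) and Psmb9 (1.48 ± 0.22), and 1 fell, H2-Q10 (-3.87 ± 1.51), with 5 and 2 over the list alone, and the list was not called (camera adjusted p = 0.0588).

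NKC receptors and maturation genes moved in both directions in IL-2. Among 12 genes of mature NKC, S1pr5, a sphingosine receptor of NKC egress (5.48 ± 0.68, at least 36.3-fold), and Tbx21 rose, while Cma1 (-6.15 ± 1.43, at least 44.5-fold), Klrg1 (-2.53 ± 1.16) and Irf8 (-2.48 ± 0.78) fell. That list was not called (camera adjusted p = 0.905). Its mean of -0.17 and camera pointed down and fry pointed up. Of 13 genes of immature NKC 5 rose, including the chemokine receptor Cxcr3 (3.88 ± 0.43), and 1 fell, Itga1 (-2.62 ± 1.13, at least 5.13-fold; list adjusted p = 0.103). Among 18 other NKC receptors 6 rose, such as Ly9 (3.73 ± 0.37, at least 7.4-fold) and Klrb1f (2.88 ± 1.24), and 2 fell, Pilrb1 (-3.44 ± 1.41) and Klrg1 (list adjusted p = 0.477). Of 3 tested Ly49 receptors, a family of near-identical paralogs, Klra5 fell (-2.40 ± 1.14; list adjusted p = 0.191). Of 12 markers of NKC identity Ncr1 (2.11 ± 0.98) and Tbx21 (1.42 ± 0.67) rose and perforin (Prf1, -1.73 ± 0.94) fell (list adjusted p = 0.578, with a median of -0.20 and a mean of 0.06). Homing receptors had 6 rises, S1pr5 and Cxcr3 among them, and 4 falls in 20, such as Ccr1 (-2.91 ± 1.03, at least 1.62-fold; list adjusted p = 0.165). Adjusted over each list alone, 4 rose and 3 fell among genes of mature NKC, 8 and 2 among those of immature NKC, 7 and 4 among other receptors and 9 and 4 among homing receptors, with the counts unchanged for Ly49 receptors and markers of NKC identity.

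Regulators were mixed as well. Of 31 lymphocyte transcription factors 10 rose, led by Tox (4.35 ± 0.52) and Bcl11b (3.15 ± 0.09), and 2 fell (list adjusted p = 0.146). 5 of 14 ETS factors rose and 0 fell: Ets2 (2.47 ± 1.36), Etv6 (2.46 ± 0.65), Ets1 (1.33 ± 0.11), Elf2 (1.23 ± 0.61) and Etv3 (1.23 ± 0.62), the last named after its value was seen (list adjusted p = 0.211). Adjusted over the list alone 5 rose and 1 fell. The study text names several ETS factors from its arrays, including 3 whose differences did not pass the test: -0.87 ± 0.25 for Gabpb1, -0.73 ± 0.68 for Gabpa and 0.14 ± 0.31 for Fli1. AP-1 factors had 3 rises in 16, with Maf (2.98 ± 0.55) highest, and 3 falls, with Batf3 (-3.45 ± 0.28) deepest (list adjusted p = 0.452). TGF-beta signalling had 4 rises in 18, Pmepa1 and Smad3 among them, and 1 fall, Tgfbr3 (-3.31 ± 0.67, at least 5.87-fold; list adjusted p = 0.364). Signalling by the IL-2 and IL-15 receptors had 2 rises and 2 falls in 25, with Il7r (2.38 ± 1.02, at least 1.32-fold) among the rises and Il2ra among the falls (list adjusted p = 0.452). Apoptosis genes had 2 rises, Bik (3.35 ± 0.71, at least 5.42-fold) and Tnfrsf1a (1.64 ± 0.79), and 1 fall in 20 (list adjusted p = 0.452). Of 18 stress and immediate early genes 3 rose and 6 fell, with Trib3 (-5.57 ± 2.34) and Atf3 (-3.15 ± 1.19) lowest (list adjusted p = 0.165). Adjusted over each list alone, 13 rose and 2 fell among lymphocyte transcription factors, 4 and 5 among AP-1 factors, 6 and 2 in TGF-beta signalling, 2 and 3 among apoptosis genes and 4 and 8 among stress genes, with the counts of receptor signalling unchanged.

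Markers of other cell types also moved with genotype in IL-2. Of 3 tested B cell markers Blk and the immunoglobulin heavy chain Ighm (2.26 ± 0.16) rose (camera adjusted p = 0.032, and adjusted p = 0.413 with an estimated correlation). Of 3 tested mast cell and basophil markers, the granule proteases Mcpt8 (-6.63 ± 2.16) and Cma1 fell (camera adjusted p = 0.00683, and adjusted p = 0.413 with an estimated correlation). Cma1 is also on the list of mature NKC, and the markers Fcer1a, Ms4a2, Hdc and Gata2 were too dim to be tested. Whether these falls come from other cells or from NKC was not tested. Of 8 T cell markers Bcl11b and Lat (1.17 ± 0.05) rose and Ctla4 and Icos (-1.85 ± 0.40) fell (list adjusted p = 0.909, with a median of 0.36 and a mean of -0.43). Of 10 dendritic cell markers Cd74 (4.55 ± 2.05, at least 6.39-fold) and H2-Aa (2.64 ± 1.68, at least 4.28-fold) rose and 3 fell, including Fscn1 (-6.07 ± 1.72, at least 48.2-fold) and Batf3 (list adjusted p = 0.844, with a median of 0.69 and camera pointing down). 1 of 7 macrophage markers fell, Cd14 (-3.88 ± 2.92, at least 6.4-fold), and 0 rose (list adjusted p = 0.578). Both tested granulocyte markers changed, Ctsg down and Mmp9 up (3.81 ± 1.34, at least 12.2-fold; list adjusted p = 0.905, with camera pointing down and fry up). Markers of helper-like innate lymphoid cells had 3 rises, such as Lta and Il7r, and 1 fall, Klrg1, in 5 (list adjusted p = 0.139), and 0 of 2 erythroid and platelet markers was called (list adjusted p = 0.457). Adjusted over each list alone, 1 rose and 1 fell among macrophage markers, 0 and 3 among mast cell and basophil markers and 4 and 1 among markers of innate lymphoid cells, with the other counts unchanged.

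Without the pair block 3803 genes were called in IL-2, with no filter on low values 842, at the study's thresholds 3391, with single probe sets in place of genes 2923, and with the Xist level as a covariate 1194. Leaving out either array of pair 1 left 537 calls and either array of pair 2 left 1026. Of the lists called by camera in IL-2, GIMAP genes (fry adjusted p = 0.0742) and the G1/S and mitosis lists did not pass fry. The others did (fry adjusted p = 0.0078 to 0.0403). Some lists not called by camera passed fry, each pointing up. They were antigen processing (fry adjusted p = 0.0158), immature NKC and innate lymphoid cells (0.022 each), and cell cycle inhibitors and homing receptors (0.0403 each).

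**Figure D3:**
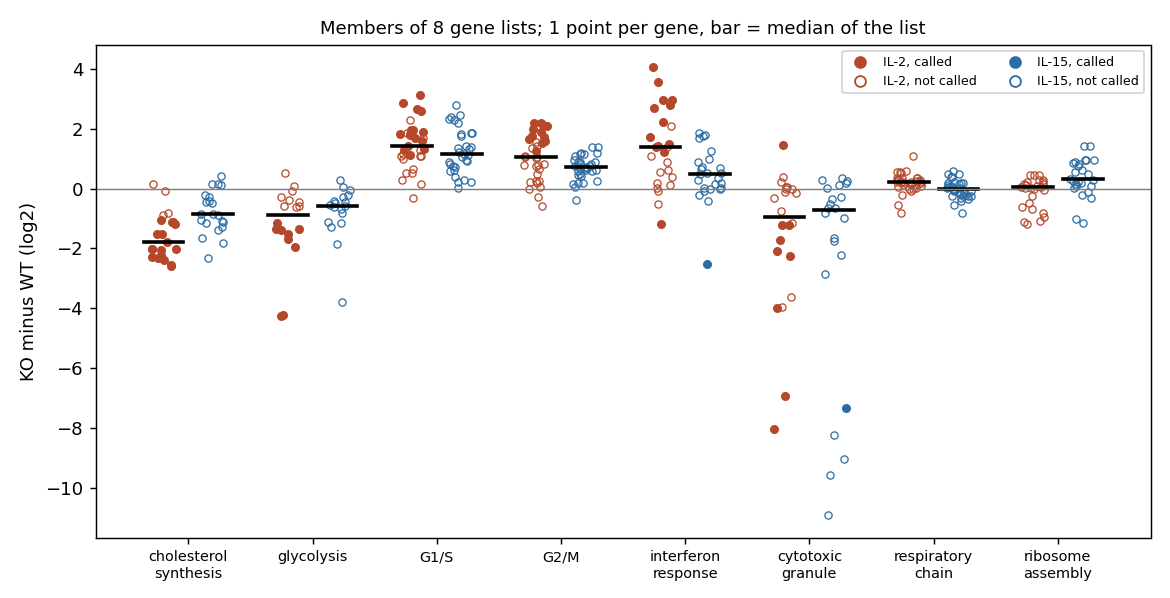
KO minus WT change on the log2 scale of each tested member of 8 gene lists (1 point per gene, filled where called) in IL-2 and in IL-15, with the median of each list as a bar. The medians were -1.78 in IL-2 and -0.86 in IL-15 for cholesterol synthesis and 1.42 and 1.16 for G1/S genes, while respiratory chain genes lay around 0.

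In IL-15 the same question was asked with 2 pairs of arrays. Trgv4 (7.13 ± 0.65, SD, 2 pairs, at least 80.8-fold; adjusted p = 0.00812), Tspan32 (6.24 ± 0.42, 75.5-fold; adjusted p = 0.00366) and S1pr5 (5.12 ± 1.04, at least 25.5-fold; adjusted p = 0.0111) rose. Ctsg (-8.24 ± 0.93, at least 25-fold; adjusted p = 0.0363), Gzmc (-7.32 ± 0.98, 159.4-fold; adjusted p = 0.0165) and Styk1 (-5.50 ± 0.78, at least 42-fold; adjusted p = 0.00934) fell. In total 122 of 9391 genes were called, 43 higher and 79 lower in KO. With median centring 42 were higher and 51 lower, and with quantile normalization 44 and 48. Falls outnumbered rises under each scaling, but the size of the excess depends on scaling. Other rises were those of Tgm2 (6.46 ± 0.60), Bank1, a B cell scaffold protein (5.81 ± 0.96, at least 43.3-fold), St6gal1 (5.79 ± 0.57, at least 8.38-fold), the ion channel Piezo1 (4.66 ± 2.03, at least 14.6-fold), Trim2 (4.56 ± 0.03, at least 7.08-fold), Ccn5 (3.86 ± 1.0, at least 1.73-fold) and Usp6nl (3.85 ± 0.34, at least 10.3-fold). Other falls were those of Scin (-7.57 ± 1.07, at least 27.7-fold), Dsc2 (-7.49 ± 2.03), Mcpt8 (-7.02 ± 1.75, at least 23.9-fold), Havcr2 (-6.87 ± 1.17, at least 14.2-fold), Avil (-6.69 ± 1.44), Ctla4 (-6.63 ± 1.93, at least 30.6-fold), Tmsb15a (-6.63 ± 2.96) and the desmoglein Dsg2 (-6.49 ± 1.04, at least 43.9-fold).

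Of the study's proliferation genes, Tspan32 and Styk1 passed the test in IL-15. The other differences were -2.51 ± 0.07 for Tnfrsf9 (adjusted p = 0.0548), -1.91 ± 0.11 for Fhl2, -1.80 ± 0.41 for Kit, -0.57 ± 0.46 for Rab27b, -0.56 ± 0.68 for Myb, -0.12 ± 0.58 for Slc16a1, 0.01 ± 0.11 for Itgae, 0.54 ± 0.27 for Pik3cg, 1.14 ± 0.06 for Myc and 1.52 ± 1.28 for Il2ra among the promoting genes, and 1.59 ± 0.33 for Smad3, 1.38 ± 0.57 for Inpp4b, 0.62 ± 0.84 for Runx1 and -0.64 ± 0.45 for Grap among the inhibiting ones. For Il2ra, Itgae and Pik3cg the gene's other detected probe set had the opposite sign in IL-15, and for Runx1 1 of its 4 detected probe sets did. Adjusted over each list alone, 4 promoting genes fell and 2 rose, and 2 inhibiting genes rose and 0 fell. The promoting list was not called by camera (adjusted p = 0.082), but fry pointed down for it (fry adjusted p = 7.61e-05). The inhibiting list was higher than other genes (camera adjusted p = 0.0064, and adjusted p = 0.434 with an estimated correlation). Fry pointed up for the inhibiting list (fry adjusted p = 0.0484).

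In IL-15, 12 of 35 gene lists were called by camera with its preset correlation, and few single members were called. With an estimated correlation 0 were called, which decides little because that form had few degrees of freedom. Among those called by camera, only the inhibiting list and mast cell and basophil markers passed fry (fry adjusted p = 0.0484 each). For the others fry gave adjusted p from 0.0677 to 0.696, with 0.27 for G1/S genes and 0.188 for cholesterol synthesis. Of 31 G1/S genes 0 were called over all genes and 12 rose adjusted over the list alone, with a median of 1.16 (camera adjusted p = 3.61e-12, and adjusted p = 0.446 with an estimated correlation). E2f2 had a difference of 2.31 ± 0.20 and Cdc45 of 2.78 ± 2.30. Mitosis genes had a median of 0.71 with 0 of 33 called (camera adjusted p = 2.8e-05, and adjusted p = 0.725 with an estimated correlation). Cytotoxic granule genes had 1 fall in 22, that of Gzmc, and 10 falls adjusted over the list alone (camera adjusted p = 6.57e-06, and adjusted p = 0.434 with an estimated correlation). Gzmg differed by -10.92 ± 1.87, Gzmf by -9.56 ± 2.68 and Gzmd by -9.04 ± 2.95, each with a KO mean under log2 5 and without passing the test over all genes. Cholesterol synthesis genes had a median of -0.86, with 0 of 21 called and 5 falls over the list alone (camera adjusted p = 5.21e-05, and adjusted p = 0.446 with an estimated correlation). Glycolysis genes had a median of -0.57, with 0 of 18 called and 2 falls over the list alone (camera adjusted p = 0.000571, and adjusted p = 0.434 with an estimated correlation).

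The other lists called by camera in IL-15 had few called members. Mast cell and basophil markers had 2 falls in 3, Mcpt8 and Cpa3 (-3.03 ± 1.48, at least 4.74-fold; camera adjusted p = 0.000275, and adjusted p = 0.434 with an estimated correlation). Ly49 receptors had 1 fall in 3, Klra5 (-3.85 ± 0.80), antigen processing genes had 1 rise in 14, Nlrc5 (2.80 ± 0.69), interferon-stimulated genes had a median of 0.47 with 1 fall in 25, Ifitm3 (-2.51 ± 0.69), and death ligands and cytokines had 0 of 17 called and 4 rises over the list alone. These lists each had a camera adjusted p = 0.00996, and adjusted p = 0.434 with an estimated correlation. Ribosome assembly genes had 0 of 26 called and a median of 0.30 (camera adjusted p = 0.0286, and adjusted p = 0.849 with an estimated correlation). The 23 lists not called had camera adjusted p from 0.082 to 0.979. Mean and median differed in sign for lymphocyte transcription factors (-0.11 and 0.11), T cell markers (-0.85 and 0.09), cell cycle inhibitors (0.22 and -0.03) and respiratory chain genes (-0.02 and 0.00). Erythroid and platelet markers had a median of 0.64 while camera pointed down. Among their members, Pim2 (2.15 ± 0.05), Tox (2.87 ± 1.02), Bcl11b (1.80 ± 0.09) and Cdkn2c (1.87 ± 0.05) rose and Tgfbr3 (-5.75 ± 3.22), Ikzf2 (-2.94 ± 0.24) and Irf4 (-2.78 ± 0.83, at least 2.58-fold) fell.

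The IL-15 count was 1321 without the pair block, 1269 at the study's thresholds, 825 at those thresholds without moderation, 420 with array weights, 44 with the mean of a gene's probe sets, 41 in a fit to the IL-15 arrays, and 0 with no filter on low values or with the Xist covariate. Leaving out either array of IL-15 pair 1 left 0 calls, of IL-15 pair 2 11 and of IL-2 pair 1 12, where the remaining IL-15 pair is assumed to vary like the rest.

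Whether loss of Runx3 had similar effects under both cytokines was examined across genes. The genes called under both cytokines included Tspan32, Trgv4, St6gal1 and S1pr5 among the rises and Ctsg, Mcpt8, Havcr2, Ctla4, Scin, Dsc2 and Styk1 among the falls. 34 genes rose under both, against 4.53 for independent lists of 990 and 43 genes, and 59 fell under both, against 7.24 for lists of 861 and 79 (Fisher exact test across genes, two-sided p = 7.93e-26 and 4.24e-45). These calls come from 1 fit with a shared variance per gene, so the lists are not independent. In separate fits to the arrays of each cytokine, which share no array and no variance and whose overlap was tested after the data were seen, 13 genes rose under both, against 1.21 for independent lists of 668 and 17, and 19 fell, against 1.59 for lists of 624 and 24 (Fisher exact test across genes, two-sided p = 1.95e-12 and 1.01e-18). 0 genes rose under one cytokine and fell under the other. Changes correlated across the 9391 genes with Pearson r = 0.651 and Spearman rho = 0.545 (covariance 0.678), and genes are not independent replicates. The sign agreed for 67.8% of all tested genes. Of the genes called in IL-15, 97.5% had the same sign in IL-2, and of those called in IL-2, 87.1% had the same sign in IL-15. The overlap of 93 genes became 851 without the pair block (426 higher and 425 lower), 72 with median centring (33 and 39) and 69 with quantile normalization (34 and 35), so its excess of falls depends on these choices. The overlap was 0 with no filter. It was also 0 with the Xist covariate, which does not test sex beside the pair block.

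**Figure D4:**
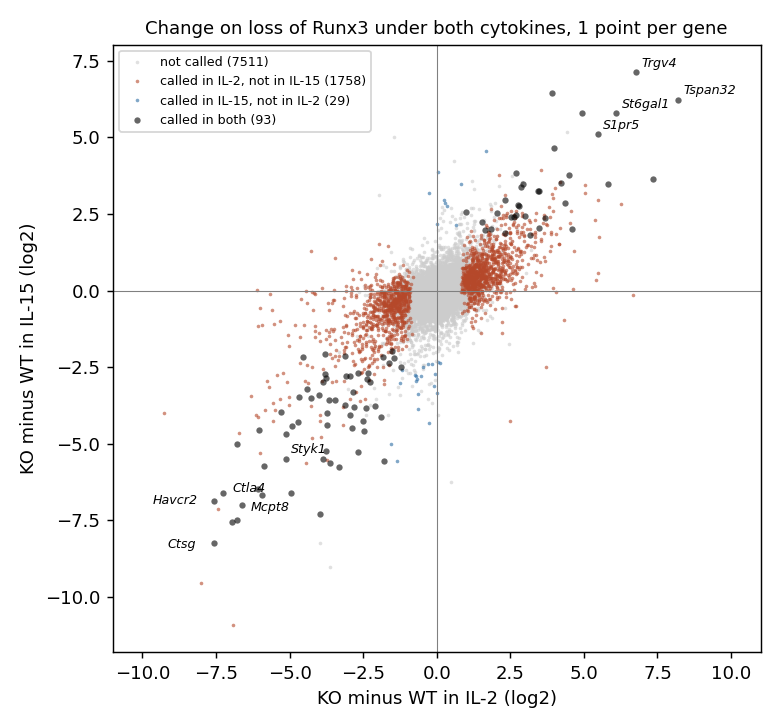
KO minus WT change on the log2 scale in IL-2 (horizontal) and in IL-15 (vertical), 1 point per tested gene, coloured by the comparison in which it was called. The 93 genes called in both lie in the upper right (34) and lower left (59), a split that depends on scaling.

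The mean KO effect over both cytokines, which uses all 5 pairs of arrays, was called for 1613 genes, 828 higher and 785 lower. The highest rises were those of Tspan32 (7.22), Trgv4 (6.95), St6gal1 (5.94), Grasp (5.50) and Bank1 (5.37), with adjusted p from 7.25e-05 for Tspan32 to 0.000993 for St6gal1. The deepest falls were those of Gzmg (-8.92), Gzmf (-8.79), Ctsg (-7.90), Scd1 (-7.30) and Scin (-7.27), with adjusted p from 0.00247 for Ctsg to 0.00929 for Gzmg. Each of these 10 genes had a group mean under log2 5, so its difference is not exact. The count was 2889 without the pair block, 2794 at the study's thresholds, 642 with no filter on low values and 665 with the Xist covariate. Without either array of IL-15 pair 1 it was 370, of IL-15 pair 2 591 and of IL-2 pair 1 779.

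A difference of the KO effect between the cytokines was tested directly. All IL-15 arrays had high and all IL-2 arrays low Xist. A KO effect that differs by sex therefore cannot be told apart here from one that differs by cytokine. limma called 0 of 9391 genes, with 1106 at an unadjusted p under 0.05, and 767 passed the study's thresholds without moderation of the variance. The change of Il2ra was 3.47 higher in IL-15 than in IL-2 (adjusted p = 0.182). Among the inhibiting genes, that of Runx1 differed by -2.02 (adjusted p = 0.373) and that of Grap by -1.97 (adjusted p = 0.231). The change of Tspan32 differed by -1.96 (adjusted p = 0.249) and that of Smad3 by -1.74 (adjusted p = 0.274). Inpp4b went the other way, by 2.28 (adjusted p = 0.339). These genes were chosen by the study partly on the IL-2 arrays. The count was 1157 without the pair block, 16 with array weights, 10 after quantile normalization and 6 with a filter at log2 7. Thus the larger number of calls in IL-2 than in IL-15 is not shown to be a difference of single genes.

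NKC kept in IL-15 were finally compared with those kept in IL-2. Sex-linked transcripts moved with the cytokine. Xist was between 14.3 and 14.7 in the IL-15 arrays and between 4.64 and 5.37 in the IL-2 arrays. The Y-linked gene Eif2s3y was between 2.34 and 2.43 in IL-15 and between 7.31 and 9.17 in IL-2. Within IL-2 the mean of Eif2s3y was 8.60 in WT and 7.88 in KO arrays. The labels give mice of either sex. WT cells in IL-15 had higher levels of the transcription factors Rora (6.68) and Ikzf2 (6.04, 65.9-fold) and of Zfp945 (6.65), Phactr3 (5.87) and Dhrs3 (5.42). They had lower levels of the transaminase Bcat1 (-7.74), the AP-1 factor Batf3 (-7.72), Ifi202b (-6.26), Cth (-6.13) and Hrc (-5.98). KO cells in IL-15 had higher levels of Cd200r4 (5.63), Padi4 (5.39), Inpp4b (4.71), the estrogen receptor Esr1 (4.68) and Rora (4.67), and lower levels of Bcat1 (-8.27), Gzmd (-8.10), Gzme (-7.67), Gzmg (-7.58), Klrb1b (-7.03) and Ifi202b (-6.56). The dimmer group of each gene listed here for WT except Ikzf2, and for KO that of Padi4, Bcat1, Gzmd and Gzmg, had a mean under log2 5, so these differences are not exact. In WT 4512 genes were called, 2758 higher and 1754 lower in IL-15, and in KO 4326, 2217 higher and 2109 lower.

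Among gene lists, WT cells in IL-15 had lower ribosome assembly genes (20 of 26 lower; camera adjusted p = 2.01e-07, and adjusted p = 0.551 with an estimated correlation), lower cholesterol synthesis genes (16 of 21 lower; camera adjusted p = 5.13e-06, and adjusted p = 0.517 with an estimated correlation) and lower G1/S genes (14 of 31 lower; camera adjusted p = 0.000151, and adjusted p = 0.671 with an estimated correlation). GIMAP genes were higher in 8 of 8 cases (camera adjusted p = 0.00102, and adjusted p = 0.517 with an estimated correlation). Camera also called proliferation-inhibiting genes (adjusted p = 0.00617), TGF-beta signalling (adjusted p = 0.00963), lymphocyte transcription factors (adjusted p = 0.0143) and genes of immature NKC (adjusted p = 0.0275) as higher and glycolysis genes (adjusted p = 0.0121) as lower, with adjusted p from 0.517 to 0.671 with an estimated correlation. In KO cells ribosome assembly genes were lower in 16 of 26 cases (camera adjusted p = 0.00192, and adjusted p = 0.835 with an estimated correlation) and GIMAP genes higher in 6 of 8 (camera adjusted p = 0.0169, and adjusted p = 0.835 with an estimated correlation). G1/S genes (19 of 31 lower; camera adjusted p = 0.000534), death ligands and cytokines (9 of 17 lower; camera adjusted p = 0.0206) and respiratory chain genes (11 of 33 lower; camera adjusted p = 0.0241) were lower too, each with adjusted p = 0.835 with an estimated correlation. The removal of pair differences makes these p-values too small. With the Xist level as a covariate 95 genes were called in WT and 82 in KO, with replicate numbers as a block across the cytokines 3352 and 3070, and with single probe sets 8798 and 8337. Centring the arrays on their medians moved the split in WT to 2241 higher and 2286 lower and in KO to 2039 higher and 2611 lower (quantile normalization 2286 and 2261 in WT, 2121 and 2429 in KO).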

Values the study reported

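The study reported 3060 genes that responded to loss of Runx3 in NKC activated with IL-2. It put the rise and the fall of these genes at a similar frequency. After culture, it counted over 98% of these cells as positive for NKp46.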

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

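The tests of B cells, of T cells and of sex against cytokine were chosen after the results were seen. The test of the genes next to Runx3 was fixed before, but its reading was made stricter after its first result was seen: the confidence interval also had to exclude 1.

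In a direct test of the difference (KO effect in IL-15 minus that in IL-2), camera called 7 gene lists with its preset correlation and 0 with an estimated correlation, where the adjusted p of the 7 lay between 0.771 and 0.843. Cholesterol synthesis (adjusted p = 1.2e-05, median difference 0.73) and ribosome assembly (adjusted p = 0.0114, median 0.49) were less negative or more positive in IL-15. Interferon-stimulated genes (adjusted p = 0.00394, median -0.91), genes of immature NKC (adjusted p = 0.0114, median -1.66), lymphocyte transcription factors (adjusted p = 0.0201, median -0.51), TGF-beta signalling (adjusted p = 0.0327, median -0.75) and the study's proliferation-inhibiting genes (adjusted p = 0.0327, median -1.96) were more negative or less positive in IL-15. The study chose the last list partly on these IL-2 arrays, so a smaller effect in IL-15 is expected from that choice alone and shows no difference between the cytokines. Without the pair block 3 lists were called. No explanation was tested for these differences. Because Xist separated the IL-15 from the IL-2 arrays, a KO effect that differs by sex cannot be told apart from one that differs by cytokine.

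Signal also appeared in probe sets that the comparisons of genes did not use. Of 1947 tested probe sets with no single gene name, 265 were called for KO versus WT in IL-2 (178 higher, 87 lower), a share of 13.6% beside 16.9% of the 15750 named ones.

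The first pattern weighed is the rise of transcripts known from other lymphocytes in KO NKC: Blk (5.49 in IL-2), St6gal1 (6.10), Bank1 (5.37 over both cytokines) and Trgv4 (6.78 in IL-2). The negative selection, the DX5 sort and the share of NKp46-positive cells that the study gives after culture would leave few other cells. B cells would bring their other abundant transcripts, but the 15 other genes of the B cell list, 14 of them under log2 5 in WT, had a median change of 0.0201 in IL-2 (SD 0.768), against at least 4.94 for Blk, Bank1 and St6gal1; Ighm (2.26), Cd72 (1.97) and Pou2af1 (0.93) were higher, and in IL-15 Blk differed by 0.56 beside 5.81 for Bank1. These values argue against B cells as the source. For T cells the 15 genes of the list had a median of 0.0603 (SD 2.24) against 6.78 for Trgv4. The 7 that were dim in WT, Cd4, Cd8a and Tcra among them, had KO means under log2 4. Cd3d and Cd3e differed by 0.90 and 1.14 in IL-2 and by -0.04 and 0.23 in IL-15. Cd3g was lower in KO, by -0.56 in IL-2 and by -2.13 in IL-15, where Trgv4 differed by 7.13. These values speak against many T cells of the alpha-beta kind. Gamma-delta T cells can lack the dim genes, and how much a small share of them would add to Cd3 is not known here. These cells and a change of transcription within NKC therefore stay open. Of 2 earlier forms of both tests, the first argued against both cell types and the second decided neither. These forms were replaced because the choice of genes or the bound nearly fixed their outcome.

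The second pattern is the set of genes next to Runx3, since DNA of the strain in which the knockout was made may have been carried along beside it. Of the 50 tested genes nearest to Runx3, 6 were called for the mean KO effect (12%), beside 1607 of 9340 others (17.2%). The odds ratio was 0.656 (95% confidence interval 0.228 to 1.55, Fisher exact test, two-sided p = 0.451). An excess did not appear, but the interval leaves one open, and single genes beside Runx3 cannot be told apart from effects of Runx3.

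The third pattern is the difference between IL-15 and IL-2 cultures, with 4512 genes called in WT. Averaged over its 3 probe sets, the lowest Xist level of an IL-15 array lay 7.22 above the highest of an IL-2 array, so sex and cytokine cannot be told apart for these genes. With Xist as a covariate 95 genes were called in WT, which is fixed by this confounding and decides nothing. A response to the cytokine and a difference of sex both stay open.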

How the results depend on the processing

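Counts of called genes, the overlap and correlation of KO effects, the numbers of lists called for the KO comparisons and the named KO changes were recomputed under alternatives fixed before the data were examined, as far as each applies. The lists for IL-15 versus IL-2 were not, and list calls were not repeated for single probe sets or the study's thresholds. Counts of calls for KO versus WT in IL-2 were 842 with no filter on low values, 2923 with single probe sets, 3803 with no pair block, 3391 at the study's thresholds and 1194 with the Xist covariate, against 1851; leaving out each array gave 537 to 1525. For IL-15 they were 0 with no filter, 44 with the mean of probe sets, 41 in a fit to the IL-15 arrays, 420 with array weights, 1321 with no pair block, 1269 at the study's thresholds, 825 at those without moderation and 0 with the Xist covariate, against 122, and 0 to 95 without each array. For the mean effect they were 642, 2889, 2794 and 665 with no filter, no pair block, the study's thresholds and the Xist covariate, against 1613, and 370 to 1507 without each array. For the difference between cytokines they were 6 with the log2 7 filter, 16 with array weights, 1157 with no pair block, 10 after quantile normalization, 1106 at the study's thresholds and 767 without moderation, against 0, and 0 to 1 without each array. The cause of these shifts was not tested, with some exceptions. No block leaves more degrees of freedom on a spread already reduced. Left-out arrays leave fewer pairs, and no filter tests more genes. The Xist covariate leaves fewer degrees of freedom and, beside the pair block, does not test sex. The mean effect and the difference use all arrays, so no fit to fewer groups applies to them. Exchanging KO and WT within pairs gave 1 of 4 arrangements in IL-2 with as many calls, the real one with 1851 (highest other 0), and 1 of 16 for the mean effect, the real one with 1613 (highest other 0); these are too few for a share under 0.05.

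For IL-15 versus IL-2 single probe sets gave 8798 in WT and 8337 in KO, the Xist covariate 95 and 82, and a replicate block across cytokines 3352 and 3070. Without each array the counts were 3519 to 4581 in WT and 3370 to 4385 in KO. The correlation of KO effects was 0.609 to 0.669 under the other settings and 0.545 to 0.669 without each array, the lowest without IL-15 pair 1. Exchanging KO and WT within pairs gave 8 arrangements for it, with 0.581 as the highest other absolute r. The overlap of 93 was 0 with no filter, 33 with the mean of probe sets, 60 with single probe sets, 32 in fits to the compared arrays, 266 with array weights, 851 with no pair block, 816 at the study's thresholds, 484 without moderation, 0 with the Xist covariate and 0 to 72 without each array. List calls were 12, 12 and 7 for IL-2, IL-15 and their difference, and 0 in each with an estimated correlation; under the other settings they were 12 to 15, 11 to 14 and 3 to 8, and without each array 12 to 15, 11 to 13 and 4 to 9, with 3 for the difference under no pair block.

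Of 160 changes of named genes, 3 turned direction, none of them called. Itgae in IL-15 was -0.16 with the mean of probe sets, -0.54 with the Xist covariate and -0.068 to 0.091 without each array. Slc16a1 in IL-15 was 0.014 with the Xist covariate and -0.53 to 0.28 without each array. Kit in IL-2 was -0.65 to 0.038 without each array. Without the pair block 11 named changes gained a call and 0 lost one. Leaving out either array of IL-2 pair 1 ended 78 calls of named changes, and no filter ended 92. Signal over background limits folds: 1060 tested genes had a group under log2 5.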

Other observations

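Levels of 3 receptors, chosen after the data were seen, were read in each culture. The alpha chain of the IL-2 receptor, Il2ra, had a mean of 11.58 in WT cells in IL-2 and 5.88 in WT cells in IL-15. Il7r had a mean of 3.02 in WT and 5.40 in KO cells in IL-2, and of 7.36 and 9.89 in IL-15. The growth receptor Kit had means of 11.26 and 11.04 in IL-2 and of 13.88 and 12.08 in IL-15. The IL-2 and the IL-15 arrays also differed in Xist, as described above.

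T cell receptor complex transcripts were also read in KO and WT NKC. In IL-2 the KO minus WT difference was 0.90 for Cd3d, 1.14 for Cd3e and -0.56 for Cd3g. There 0 of these 3 genes were called, although Trgv4 rose. In IL-15, where Trgv4 rose too, the differences were -0.04 for Cd3d, 0.23 for Cd3e and -2.13 for Cd3g. This set was chosen after its values were seen. In the brightest probe set of each, 2 other Y-linked genes were read. Uty lay between 3.88 and 4.41 in IL-2 arrays and between 3.3 and 3.32 in IL-15 arrays. Kdm5d lay between 3.68 and 5.75 in IL-2 arrays and between 2.83 and 3.01 in IL-15 arrays. Within IL-2 the KO arrays were lower than the WT arrays. The highest KO and lowest WT value were 4.10 and 4.20 for Uty and 4.67 and 4.76 for Kdm5d. Because pair differences had been removed, this separation shows only that the KO minus WT difference was negative in every pair. All Uty values and the KO values of Kdm5d also lay under log2 5. The cause of the lower KO values was not tested.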
